A study of Homo sapiens with 42 samples.

How the data were processed

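Chromatin accessibility was measured by Tn5 transposition (ATAC-seq, in which the transposase cuts and tags open DNA) in human cells. In InTAC-seq the cells are first fixed and stained inside with an antibody, so that they can be sorted on the amount of a nuclear protein, here the transcription factor GATA1. Per the labels' protocols, fixed samples had their crosslinks reversed after transposition, and libraries were amplified with barcoded adapters. The series has 42 samples, of which 26 have a column in one of 4 deposited tables. The other 16 samples, GM12878 libraries in 8 groups of 2 that differ in DNA clean-up and cell number, are not analysed here.

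Each deposited table gives one signal value per library for a list of peaks of one width. The aligner, duplicate removal, peak caller, genome build and any pooling are not stated in the labels or file headers. The deposited signal values are not raw read numbers, because every column of the 4 tables sums to the same total. In each column, 100% of the values are whole multiples of one step. The values therefore equal whole reads divided by a length of 501 bp and by the reads in all peaks of the table, times a constant. Reads were recovered by dividing by that step. Since the denominator is the total in peaks, reads outside peaks are unknown, and the values are relative within a library. A gain over many peaks lowers the others. The tables were normalized separately, so tests were run within a table.

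Recovered reads per library ranged from 6240851 to 9073671 in the GM12878 table (133941 peaks), from 4490997 to 8687988 in the K562 table (111338 peaks), from 8230778 to 9916472 in the bone marrow progenitor table (139113 peaks) and from 7551509 to 10082534 in the megakaryocyte-erythroid progenitor (MEP) table (129100 peaks). One read was worth 0.198 to 0.444 units across the tables. Reads without molecular identifiers are not independent molecules.

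The design fixed before the data were examined assumed read counts and named edgeR's quasi-likelihood test. Since the deposited values are normalized signal, the test used was limma (version 3.58.1, R 4.3.3) on log2(value + 1), with linear models and empirical Bayes moderation using a mean-variance trend and robust hyperparameters. Calls from limma and edgeR had been computed side by side before the main test was settled, and the choice follows the unit. edgeR (4.0.16) on the recovered reads is given as an alternative, as is DESeq2 (1.42.0). Values were scaled by trimmed mean of M-values (TMM) factors from the recovered reads, and peaks were kept by edgeR's filterByExpr on those reads. Peaks on chromosome Y, the mitochondrial genome and unplaced contigs were left out. The 2 technical libraries of a biological replicate in the marrow tables were summed, giving 2 replicates per group. Tests were two-sided, and a peak was called at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are on the log2(value + 1) scale, which understates changes of weak peaks. Where all libraries of a group had at most 3 reads, a fold is a lower bound computed against 3 reads.

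The scripts were tested on simulated reads drawn from the means and depths of real libraries, with 200 peaks changed 4-fold. limma recovered 98% of them among 122523 peaks with 3 libraries per group, with 3.92% of calls false, and 87.5% among 95606 peaks with 2 per group, with 3.85% of calls false. The changed peaks were drawn only from peaks with a mean of at least 20 reads. Recovery of weaker peaks was therefore not tested, while the real K562 lower calls had a median of 8.75 reads. The simulated spread between replicates was a coefficient of variation of 0.15. For the real libraries edgeR estimated 0.212 in K562, 0.248 in progenitors and 0.232 in MEP. Recovery in these libraries may therefore be lower, and the share of false calls may differ.

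The build was checked against a gene table for GRCh38. Within 500 bp of an end, 61.7% of 20037 protein-coding genes had a GM12878 peak and 62.42% had a K562 peak, against 14.47% and 15.65% after the genes were shifted by 20000 bp. For the marrow progenitor and MEP tables the shares were 15.76% and 15.12%, against 14.12% and 13.2% after the shift. Genes were therefore named only for the cell line tables, and marrow peaks are given by the tables' own coordinates on a build that is not stated. Coordinates were never converted, so K562 peaks were not matched to marrow peaks.

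For each comparison the text names the 3 higher and 3 lower peaks with the smallest adjusted p among called peaks with non-overlapping groups and a mean of at least 20 reads. For K562 it also names the best called peak at each of up to 5 genes of the lineage lists. These lists (erythroid, megakaryocyte, myeloid, lymphoid and stem) and the naming rule were part of the same design. A peak that this rule selects is not reported here. A peak was assigned to a gene when it overlapped it or lay within 10 kb of either end, because the gene table gives no strand. Lists were tested with camera (preset correlation 0.01), with fry and an estimated correlation beside it. Analyses that need a genome sequence (GATA motif scores, a motif list and corrections for GC content) were not run.

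Alternatives changed the scaling, test, filter, threshold, chromosomes, handling of technical libraries, replicate block, pseudocount and depth. edgeR on recovered reads with and without the block, the pseudocount of 0.1 for peak calls and medians, loess offsets with the block, and thinning for the calls were added after seeing the data. The other alternatives were listed with the design.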

Results

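Accessibility profiles from 26 libraries were compared within 4 tables. GM12878, a lymphoblastoid B cell line, was profiled as live cells by ATAC-seq (3 libraries) and as fixed, stained cells by InTAC-seq (3 libraries). K562, an erythroleukaemia line, was sorted into the 15% of cells with the most and the least GATA1 (2 libraries each). CD34+CD38+ progenitors from bone marrow were sorted into GATA1+ and GATA1- cells, and MEP, a subset of these gated on further surface markers, into GATA1 high and GATA1 low cells. Each marrow group had 2 biological replicates with 2 technical libraries each. Technical pairs of the marrow tables differed by more than sampling noise (chi-square per peak from 1.774 to 2.134). Pairs of different replicates differed by 1.721 to 2.521 in GM12878, 2.855 to 3.285 in K562, 2.835 to 7.164 in progenitors and 3.799 to 5.561 in MEP. No library was therefore treated as a duplicate deposit. Titles of the cell line libraries give only a replicate number, and the GM12878 range overlaps that of technical pairs. The GM12878 calls may therefore rest on a spread near the technical level. Libraries held 4490997 to 10082534 reads in peaks.

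The first comparison addresses whether fixing and staining change the accessibility profile. Across peaks, which are not independent replicates, the median Pearson r of log2 values was 0.925 for 3 pairs of live libraries, 0.932 for 3 pairs of InTAC libraries and 0.841 for 9 pairs between the groups. The within-group mean exceeded the between-group mean by 0.0834 (exact permutation test, one-sided, p = 0.1, the smallest value that 10 splits allow). Spearman correlation moved these medians most, to 0.889, 0.911 and 0.788, with the same order between within-group and between-group pairs.

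**Figure D1:**
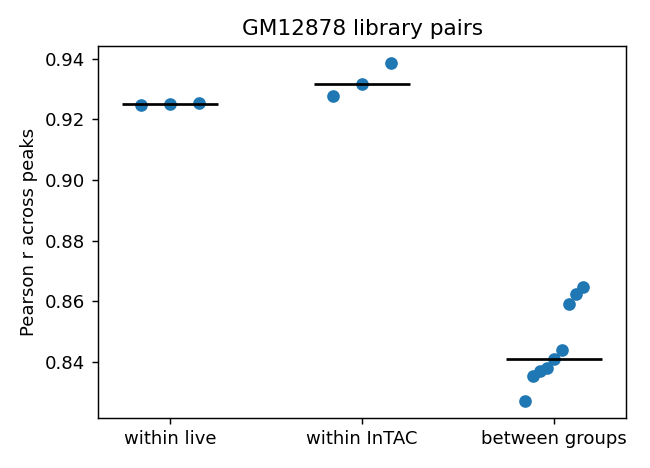
Pearson r across peaks for each pair of GM12878 libraries, with horizontal lines at the medians. All 9 pairs between groups (0.827 to 0.865) lie below all within-group pairs (0.925 to 0.939).

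Of 123146 peaks tested, 15612 were higher and 17347 lower in InTAC than in live cells (limma, adjusted p under 0.05). The median log2 change was 0.79 for the higher and -0.88 for the lower peaks. Of all tested peaks, 38.9% had groups that did not overlap, against 10% by chance. Requiring an absolute log2 change of at least 1 moved the counts most, to 3163 higher and 6372 lower. Peaks within 500 bp of the end of a protein-coding gene made up 12.1% of the tested peaks, 3.57% of the higher peaks and 25.9% of the lower peaks.

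The most significant higher peak lay on chromosome X from 1452840 to 1453340 (GRCh38), within ASMTL. Its signal was 156 ± 11.2 in InTAC and 33.2 ± 3.96 in live cells (SD, n = 3 each), a log2 change of 2.20 with SE 0.13 (adjusted p = 8.81e-20). The other higher peaks named by the rule lay on chromosome 16 from 352727 to 353227, 254 bp from an end of AXIN1, and on chromosome 17 from 78140309 to 78140809, within TMC8, with log2 changes of 2.24 and 1.81. The lower peak with the smallest adjusted p lay on chromosome 2 from 3518900 to 3519400, within ADI1. Its signal was 41.3 ± 5.89 in InTAC and 135 ± 12.2 in live cells (SD, n = 3 each), a log2 change of -1.69 with SE 0.13 (adjusted p = 1.27e-14). The other lower peaks overlapped the tRNA genes TRX-CAT1-8, on chromosome 17 from 82494439 to 82494939, and TRF-GAA1-5, on chromosome 13 from 94549265 to 94549765, the latter also overlapping DCT. Their log2 changes were -1.86 and -1.47. Some tRNA genes have near-identical copies, and how reads shared between copies were counted is not stated.

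Among the gene lists, lymphoid peaks were higher in InTAC (median log2 change 0.26, 139 of 189 peaks higher, camera adjusted p = 0.00427), and this held under fry (adjusted p = 4.07e-05) and under an estimated correlation (adjusted p = 0.0241). Erythroid peaks were lower (median -0.25, 17 of 65 peaks higher, camera adjusted p = 0.0166), which held under fry (adjusted p = 0.0248) but not under an estimated correlation (adjusted p = 0.322). The megakaryocyte, myeloid and stem lists did not pass under camera, with adjusted p of 0.639, 0.639 and 0.238. Stem peaks passed under fry. Over all lists 79 of 377 peaks were called among all peaks tested, and 71 when adjusted over the list alone.

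The K562 comparison addresses accessibility in relation to GATA1 level within one cell line. Of 100520 peaks tested, 1119 were higher and 1196 lower in GATA1-high cells (limma, adjusted p under 0.05), and the smallest adjusted p was 0.0265. These counts and their balance depended on the processing. Fits with a replicate block gave more calls in both directions, 7031 higher and 6841 lower with limma. Among fits without the block, loess offsets gave 2243 higher and 66 lower, so that 97.1% of calls were higher against 48.3%, and omitting TMM gave 1022 higher and 2023 lower, or 33.6% higher. DESeq2 called 496 higher and 3 lower, but gave no adjusted p to 62363 peaks, among them 416 of the 1119 higher and 1189 of the 1196 lower peaks. A mean of at least 20 reads left 82 higher and 1 lower. With a pseudocount of 0.1, or with libraries thinned to the smallest total, no peak was called, while 19578 and 12958 peaks had an unadjusted p under 0.05. The median log2 change of called peaks was 1.57 for higher and -1.79 for lower peaks. In 54 of the higher and 503 of the lower peaks one group had at most 3 reads in every library. With these peaks at their bound the medians were 1.55 and -1.65. Among the lower peaks, 88% lay in the weakest 10% of the tested peaks by mean signal. The higher peaks had a median of 59.5 reads per library and the lower peaks 8.75.

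**Figure D2:**
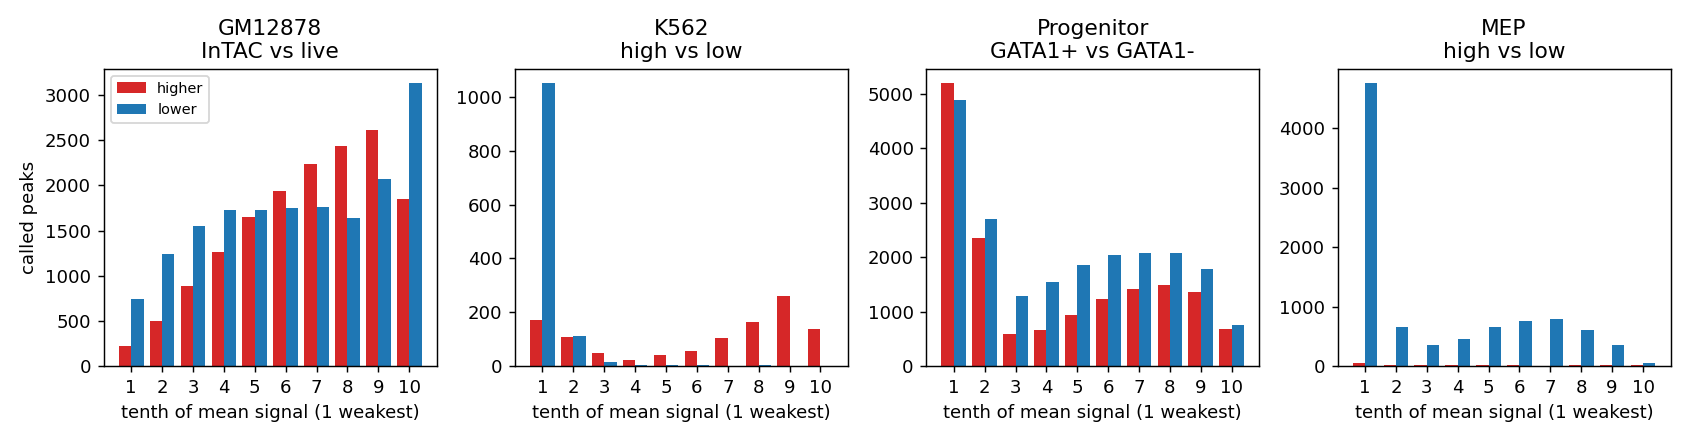
Number of called peaks, higher (red) and lower (blue) in the first-named group, in 10 bins of equal peak number by mean signal from the weakest (1) to the strongest (10), for the 4 comparisons, each panel on its own scale. In K562 and MEP the weakest bin holds 88% and 50.4% of the lower calls.

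The highest ranked K562 peak lay on chromosome 2 from 157221394 to 157221894 (GRCh38), overlapping no gene of the table and with GALNT5 the nearest protein-coding gene. Its signal was 77.7 ± 8.52 in GATA1-high and 16.5 ± 0.695 in GATA1-low cells (SD, n = 2 each), a log2 change of 2.17 with SE 0.26 (adjusted p = 0.0265). Higher peaks on chromosome 15 from 83462954 to 83463454, within SH3GL3, and on chromosome 18 from 3526482 to 3526982, within DLGAP1, changed by 2.22 and 1.86. Lower peaks on chromosome 6 from 86936981 to 86937481 (297 bp from an end of HTR1E), on chromosome 16 from 78002874 to 78003374 (nearest CLEC3A) and on chromosome 5 from 16160662 to 16161162 (within MARCHF11) changed by -2.14, -1.72 and -1.97. These 3 lower peaks rest on 3 to 94 reads per library. None of the named K562 peaks was called with a pseudocount of 0.1 or after thinning.

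Erythroid list peaks were higher in GATA1-high cells (median log2 change 0.315, 100 of 145 peaks higher, camera adjusted p = 0.000147). This held under fry (adjusted p = 0.0239) but not under an estimated correlation (adjusted p = 0.113). The megakaryocyte and myeloid lists had adjusted p of 0.914 each, with a direction that reversed under fry. The lymphoid and stem lists had adjusted p of 0.374 and 0.914. Over all lists, 7 of 328 peaks were called among all peaks tested, and 12 when adjusted over the list alone. Called peaks at list genes lay at TFRC (chromosome 3, 196049170 to 196049670), EPB42 (chromosome 15, 43220802 to 43221302), ITGB3 (chromosome 17, 47291543 to 47292043) and ITGA2B (chromosome 17, 44389649 to 44390149). These peaks were higher by 1.88, 1.70, 1.72 and 1.04 on the log2 scale.

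The marrow comparisons address accessibility in relation to GATA1 level in primary progenitors. Between GATA1+ and GATA1- progenitors, 15936 of 138516 peaks were higher and 21035 lower (limma, adjusted p under 0.05), with median log2 changes of 1.39 and -1.38. With 524 higher and 1195 lower peaks at their bound, the medians were 1.39 and -1.37. Restricting the test to peaks with a mean of at least 20 reads lowered the higher calls to 10080.

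The leading higher progenitor peak, on chromosome 1 from 205126262 to 205126762 in the table's coordinates, had a signal of 67 ± 3.18 in GATA1+ and 6.4 ± 0.222 in GATA1- cells (SD, n = 2 each), a log2 change of 3.20 with SE 0.295 (adjusted p = 1.91e-06). The others lay on chromosome 14 from 75817178 to 75817678 and on chromosome 21 from 46831299 to 46831799, with changes of 3.11 and 3.04. A peak on chromosome 16 from 58472662 to 58473162 had a signal of 37.7 ± 1.91 in GATA1- cells (SD, n = 2) and at most 3 reads in each GATA1+ replicate, at least 111-fold lower (adjusted p = 5.5e-07). Lower peaks on chromosome 9 from 34256814 to 34257314 and on chromosome 8 from 22483989 to 22484489 changed by -5.06 and -4.67.

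In MEP, 234 of 128800 peaks were higher and 9441 lower in GATA1 high cells (limma, adjusted p under 0.05), so that 97.6% of calls were lower. This share was smaller in fits with a replicate block. With limma and the block there were 4573 higher and 15816 lower, or 77.6% lower. Loess offsets without the block gave 934 higher and 6955 lower, or 88.2% lower. Among the settings without a replicate block, counting technical libraries as separate samples raised the higher calls most, to 2463, with 11570 lower. An adjusted p under 0.01 reduced the higher calls most, to 17, with 5721 lower. The median log2 change was 1.12 for higher and -1.42 for lower peaks, and 1.12 and -1.41 with 2 higher and 638 lower peaks at their bound. At equal depth, 3.71% to 5.6% of peaks had at most 3 reads in GATA1 high libraries, against 0.615% to 1.31% in GATA1 low libraries.

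The MEP peak with the smallest adjusted p among the lower peaks lay on chromosome 10 from 128923519 to 128924019 in the table's coordinates. Its signal was 0.588 ± 0.0959 in GATA1 high and 19.2 ± 0.567 in GATA1 low cells (SD, n = 2 each), a log2 change of -3.67 with SE 0.33 (adjusted p = 8.57e-07). Lower peaks on chromosome 3 from 52843810 to 52844310 and on chromosome 9 from 81879826 to 81880326 changed by -3.74 and -3.58. The named higher peaks lay on chromosome 1 from 246803029 to 246803529 and on chromosome 9 from 140045093 to 140045593 and from 140386837 to 140387337, with changes of 1.56, 1.28 and 1.15.

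The progenitor and MEP tables share a coordinate system, and 96447 tested peaks overlapped by at least 250 bp. Of these, 4272 were called in both comparisons, and 100% changed in the same direction (exact 95% confidence interval 99.9% to 100%, counting error only), 75 higher and 4197 lower. Over all overlapping peaks, called or not, 74.06% had the same sign. The labels do not say whether the tables share donors.

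**Figure D3:**
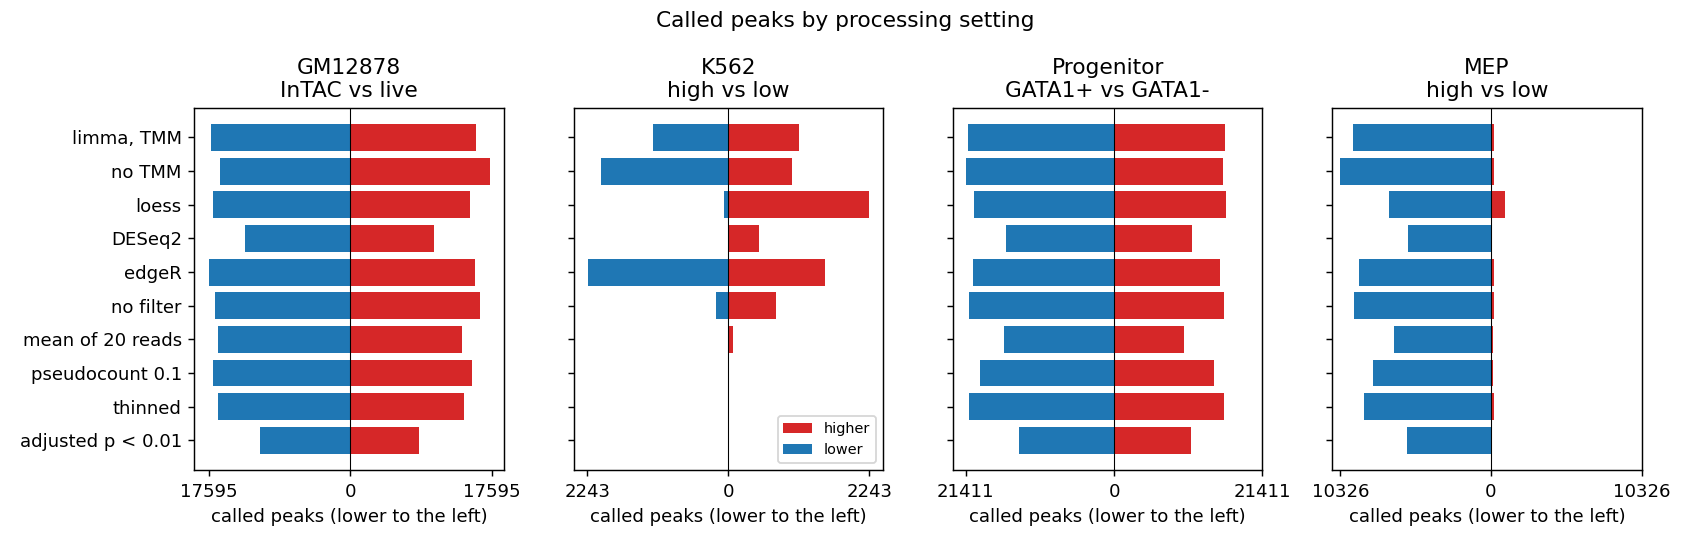
Number of called peaks for the 4 comparisons under 10 settings without a replicate block or fold threshold (limma with TMM, no TMM, loess, DESeq2, edgeR, no filter, a mean of at least 20 reads, a pseudocount of 0.1, thinning, and an adjusted p under 0.01), with lower calls to the left of 0 and higher calls to the right, each panel on its own scale. In these settings K562 calls range from 0 to 2243 higher, while GM12878 and progenitor calls are 8492 or more in each direction.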

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

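Pseudocount 0.1 and thinning for the calls, edgeR, and its and the loess fit with the block were chosen after seeing the data. The causes of changes were not tested unless stated.

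In K562 the calls were the least stable. Without TMM there were 2023 lower peaks, and the median change of the called higher peaks became 1.498. Loess offsets gave 2243 higher and 66 lower, DESeq2 gave 496 and 3, no filter left 194 lower, and a mean of at least 20 reads left 82 higher and 1 lower. edgeR on the recovered reads called 2234 lower. An adjusted p under 0.01, a pseudocount of 0.1 and thinning each left 0 calls in both directions, with 20487, 19578 and 12958 peaks at an unadjusted p under 0.05. Of the 1119 higher and 1196 lower peaks, loess kept 820 and 34, and DESeq2 kept 496 and 3 and gave 416 and 1189 no adjusted p, so these were neither kept nor lost. In GM12878 it gave none to 275 higher and 845 lower peaks. Of the lower peaks, 503 had at most 3 reads in every library of one group, so depth limits their folds.

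In MEP, DESeq2 gave 49 higher and 5702 lower, loess 934 higher, a mean of at least 20 reads 111 higher, an adjusted p under 0.01 17 higher and 5721 lower, and a pseudocount of 0.1 128 higher. The first technical libraries alone gave 60 higher and 5439 lower, the second 406 higher and 6206 lower, and all technical libraries as separate samples 2463 higher, a setting that counts them as independent. Lower calls outnumbered higher calls under every setting run in MEP.

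In marrow progenitors a mean of at least 20 reads gave 10080 higher, an adjusted p under 0.01 13703 lower, and the first technical libraries alone 10495 higher and 13601 lower. In GM12878 an absolute log2 change of at least 1 left 3163 higher and 6372 lower, and an adjusted p under 0.01 left 8492 and 11221. A stricter threshold can only lower a count.

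A pseudocount of 0.1 moved the medians of called peaks, higher and lower, to 0.868 and -0.994 in GM12878, 1.71 and -2.63 in K562, 1.96 and -1.78 in progenitors, and 1.36 and -2.04 in MEP, as a smaller pseudocount widens changes of weak peaks. Omitting TMM gave 0.824 for the higher GM12878 peaks.

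Correlations of GM12878 libraries (within live, within InTAC, between) were 0.889, 0.911 and 0.788 with Spearman and 0.910, 0.919 and 0.824 with a pseudocount of 0.1. Without the filter, live became 0.923 and between 0.862, and after thinning live became 0.923 and InTAC 0.920. Pairs between groups stayed below pairs within groups in each of these medians.

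Under an estimated correlation the erythroid list had an adjusted p of 0.322 in GM12878 and 0.113 in K562. Under fry the stem list in GM12878 passed (0.0248), and the megakaryocyte and myeloid lists in K562 reversed (both 0.885). Among all overlapping progenitor and MEP peaks the share with the same sign was 74.06%, a set that includes uncalled peaks.

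The labels do not say that a replicate number marks a shared donor or batch. Same-numbered samples had deviations that correlated at -0.079, 0.0139 and -0.044 in GM12878, 0.226 in K562, 0.373 in progenitors and 0.419 in MEP, and with 2 groups of 2 both numbers give one value. With the replicate block, K562 had 7031 higher and 6841 lower calls and MEP 4573 and 15816. edgeR with the block gave 6154 and 5531 in K562 and 4307 and 15196 in MEP, and loess offsets with the block gave 6916 and 2162 in K562 and 5119 and 13110 in MEP. In MEP the share of lower calls was 77.6% with the block, 77.9% with edgeR and the block and 71.9% with loess offsets and the block. In GM12878 and progenitors the block moved no count by more than 1.5 times against the same fit without it, and it changed no list's call under camera.

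Across the fits that each left out one replicate, the median change ranged from 1.47 to 1.58 (higher) and from -1.89 to -1.69 (lower) in K562, from -1.49 to -1.33 (lower) in progenitors, and from 1.08 to 1.13 (higher) and from -1.49 to -1.41 (lower) in MEP. The GM12878 correlation ranged from 0.928 to 0.939 within InTAC and from 0.9247 to 0.9255 within live. GM12878 calls ranged from 11186 to 13610 higher and from 13808 to 15422 lower. For groups of 2, no calls were made with a replicate left out.

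For the 29 peaks selected by the naming rule, 347 values under the alternatives kept direction and call and 32 kept direction only, while 4 K562 peaks had no adjusted p under DESeq2 and are not counted. The 32 were in K562 11 with a pseudocount of 0.1, 11 after thinning, 6 with a mean of at least 20 reads, 1 with loess and 1 without the filter, and in MEP 2 with the first technical libraries alone. Not run were corrections for GC content, with and without the block, the motif scores and their alternatives, the marrow gene lists, the clean-up comparison, and the overlap with K562.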

Other observations

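Changes in 5 Mb windows had been looked at before the tests of windows were stated, and the tests of signal level, above a signal minimum, of tRNA genes, of single libraries and of the peak list were chosen only after the results had been seen.

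In GM12878, 1 of the 10 splits of the 6 libraries gave as many calls, the real one. The other splits gave 0, with 1548 to 3306 peaks at an unadjusted p under 0.05 against 46337. A share below 0.1 is not possible with 3 against 3 libraries.

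Of the 3 lower GM12878 peaks named by the rule, 2 overlapped tRNA genes, so all tested peaks at such genes were examined. Of 209 peaks, 201 were lower in InTAC, 149 were called lower and 0 higher, and the median log2 change was -0.765 (-0.73 without TMM and -0.81 with loess offsets). Each InTAC library against the live mean gave -0.74, -0.82 and -0.80. A single library against the others of its group moved by at most 0.0463, which argues against differences between libraries of one group. Of 10000 random lists with the same signal levels none was as low, a share of at most 0.01%, the smallest these draws can give. Lists matched also on gene number in the window gave the same 0.01%, with a lowest median of -0.258. No list was matched on lying at the end of a gene. Peaks at ends of protein-coding genes were 12.1% of the tested and 25.9% of the lower peaks. A loss shared by peaks at gene ends therefore stays open. Read length, fragment size and reads shared between near-identical tRNA copies stay open, as the tables carry no information on them. That fixation changes the access of the transposase to these genes is a hypothesis, untested here, and so is an effect of staining.

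Changes in GM12878 also followed gene density. Over 570 windows, which are not independent, the median change and the number of protein-coding genes had a Spearman rho of -0.429. It was -0.433 after thinning to equal depth and -0.430 after removing the median change of peaks of the same signal level, which argues against both as the whole cause. However, single live libraries against the other live libraries gave rho from -0.627 to 0.588, at most 0.627 from 0 and farther than the comparison itself. Differences between libraries of one group may therefore account for this trend, and InTAC libraries gave -0.603, -0.229 and -0.205.

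In K562, 31 windows of 5 Mb held at least 4 times the median number of 131 peaks. They held 22.5% of tested peaks and 23.7% of the lower calls, so lower calls were not concentrated there, while 8.13% of higher calls lay there. The median change was -0.13 inside and 0.04 outside. The window with the most peaks, 2377, was chromosome 22 from 20 to 25 Mb, with a median change of -0.45, and the next, chromosome 13 from 90 to 95 Mb, had 1117 peaks and -0.55. The test stated before its values were computed compared the gene-end peaks in the upper quartile of signal with the other peaks in these windows. Changes of strong and weak peaks in such windows had been seen by then. Strong peaks had also fallen in the window with the most peaks, and gene-end peaks were chosen for the test for that reason. The limit of 4 times was planned with the test but not written into it. Their medians were 0.031 and -0.169, a ratio of -0.184. Fewer DNA copies in GATA1-high cells would lower both alike within a window, but these medians pool unlike windows. Chromosome 19 from 0 to 5 Mb held 202 genes, 3.7 times the median peak number in GM12878 too, and changed by -0.0282. The chromosome 13 window held 6 genes and 0.389 times that median. Gene-end peaks may therefore come mainly from windows with little change. Weak peaks also fell genome-wide, with a median of -1 in the weakest signal bin and 0.158 in bin 9. The test therefore cannot decide on fewer copies. Less background over extra DNA copies would lower mainly the other peaks, and may account for the shift, but is not singled out either.

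This K562 contrast was computed in 4 versions, 3 of them not as stated beforehand. Above the signal minimum of those gene-end peaks, and against such peaks elsewhere, gene-end peaks shifted by -0.0208 (bootstrap 95% interval -0.0335 to -0.0138) and other peaks by -0.0647 (-0.0826 to -0.0384), a ratio of 0.322. In the 3 windows with the most peaks the same comparison gave 0.277 with overlapping intervals, which does not decide. The version computed first, in these 3 windows with the minimum set by the upper quartile of all peaks, gave shifts of -0.0509 (-0.0785 to -0.0161) and -0.33 (-0.375 to -0.281), a ratio of 0.154. Its intervals do not overlap, but it had been run by mistake in place of the stated test. Signal was not matched above the minimum in any of these 3 versions. All of them pool windows, so they do not decide on copy number either. Intervals treat peaks as independent, which neighbours are not. A biological difference between the sorted cells stays open.

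In MEP, 97.6% of calls were lower in GATA1 high cells. Without a replicate block, which lowers the share further, it was 88.2% under loess offsets and 97.8% after thinning. Lower calls were still the majority, which argues against scaling and depth as the whole cause. Without the weakest 10% of peaks it was 96.4%. A peak list drawn mainly from GATA1 low libraries would favour lower calls. At equal depth, peaks with at most 3 reads were 2.83 times as frequent in GATA1 high as in GATA1 low libraries. This set the GATA1 high library with the fewest against the GATA1 low library with the most. The ratio was short of what this explanation was set to need and above an equal share. Peaks with 0 reads, not at equal depth, were 0.816% to 1.16% in GATA1 high and 0.0209% to 0.0418% in GATA1 low libraries. In progenitors their mean shares were 1.32% in GATA1+ and 1.03% in GATA1- libraries. This wider gap in MEP goes with such a peak list, without excluding a difference between the sorted cells. The weakest 10% of peaks held 50.4% of lower calls. Which libraries the peaks were called in is not stated, so the peak list and a difference between the sorted cells cannot be told apart.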
